A study of Mus musculus with 4 samples. Its data were reported in "Quantitative Trait Loci Affecting Atherosclerosis at the Aortic Root Identified in an Intercross between DBA2J and 129S6 Apolipoprotein E-Null Mice" (2014).

How the data were processed

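Gene expression was measured in peritoneal macrophages of wild type 129S6/SvEvTac mice (129S6 below) and C57BL/6 mice (B6 below; the labels do not give the substrain) fed regular chow. Mice aged 3 months, by the methods of the study, were injected intraperitoneally with 1 ml of 4% thioglycollate, a broth that draws monocytes and macrophages into the peritoneal cavity, and the cavity was washed with 10 ml of buffer 4 days later. The cells were plated and kept overnight in medium with 10% serum before the RNA was prepared, so the values describe plated cells and not fresh lavage. There was 1 array for each strain and sex, 4 arrays in all, and per the labels each carried equal amounts of RNA from 3 mice. The methods text of the study gives a larger number of mice per pool, and the number in the labels is used here. Labelled cDNA from 250 ng of total RNA was hybridized to Affymetrix whole-transcript mouse arrays.

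The deposited values are log2 probe set intensities that the authors made with Affymetrix Expression Console, whose version, summarization algorithm and background correction are not stated. The log2 scale was checked on the values, which ran from 0.79 to 13.81 with array medians from 4.85 to 4.87. The near-equal medians show that the arrays had been brought to a common scale, and no further normalization was applied. The table held 41345 probe sets. The annotation listed 25335 of them, 23521 with a single gene symbol and 1814 with several, and it did not list 16010. Only probe sets with a single symbol were used, and where a gene had several (1082 genes) the one with the highest mean over the arrays was kept, which left 22180 genes. Gene order and current symbols came from the RefSeq annotation of the GRCm38.p6 assembly. It matched 23328 of the single-symbol probe sets by gene number and changed no symbol. A listed gene was looked up through an older name only when that name was not itself the current symbol of another gene. That condition was added after an older name had pointed to a wrong gene. Arrays give no count depth, and the number of arrays, the background of the probes and probe sets that read several gene copies are among the limits on precision.

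The strain comparison took B6 minus 129S6 and the sex comparison male minus female. Both came from a single linear model with strain and sex as additive terms, fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3. The model left 1 residual degree of freedom, to which the empirical Bayes prior added 3.18. The test therefore leans on spread shared across genes. A gene's own spread is only the disagreement of its strain difference between the sexes, not a spread between replicate pools. The p-values cover only these arrays, with 2 pools per strain, and a difference held by 1 array alone counts partly as spread. P-values were adjusted over all genes tested by the Benjamini-Hochberg method, and a gene is called when its adjusted p was under 0.05. Values are log2 differences with the standard error of the fit, or means with the SD of 2 arrays. An interaction of strain and sex could not be tested with 1 array per strain and sex, so differences are given within each sex without a test. As a description that needs no residual spread, genes at least 2-fold apart in the same direction in both sexes were counted for the strain split, and in the same way for the other ways of splitting 4 arrays into pairs.

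Before the data were examined, 36 gene lists were fixed: the candidate genes that the study listed for the loci Ath44 and Ath45, genes it linked to these loci through expression in other data, checks of sex and strain, marker genes of macrophage types and of other cells a peritoneal lavage could hold, and pathways of macrophage biology. The candidate lists were chosen by the study partly on these same arrays. Each list with at least 3 measured genes was tested with limma's camera at the preset correlation of 0.01, adjusted over the lists, and again with a correlation estimated from the data. Each list also had its members adjusted over the list alone and its median placed among those of 10000 random lists of the same size. For the loci, the share of called genes, and of genes at least 1.5-fold apart in the same direction in both sexes, was compared between the genes from Hmcn1 to Atp1b1 on chromosome 1 (Ath44) or from Phf20 to Slc2a10 on chromosome 2 (Ath45) and all other placed genes. That comparison used Fisher's exact test, two-sided, and 10000 random placements of as many neighbouring genes.

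The rule for naming genes was also fixed before the data were examined. For strain it took the 12 called genes with the largest difference on each side, with both B6 arrays on the same side of both 129S6 arrays, and for sex the 6 on each side by the same rule, filled up with genes that did not pass. Of each list it took the called members and up to 4 with the largest difference, and of the candidates those at least 1.5-fold apart and those the study singles out. Predicted and unnamed loci were counted but not named. The text names most but not all of these list members. Genes outside the rule are marked as chosen after their values were seen.

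The procedure was tested on simulated data, 10 sets with 200 changed genes each. It recovered 1% of the 2-fold, 78% of the 4-fold, 95.4% of the 8-fold and 98% of the 16-fold changes, and 7.97% of its calls were false. In these sets changes near 2-fold were thus mostly out of reach. The simulated spread did not depend on the level, and all changed genes lay above the median level. In the data the count of calls depended strongly on whether the prior followed the level, so these rates need not hold there. Camera with the preset correlation found 50 of 50 shifted lists and 2 of 250 unshifted lists. With the estimated correlation it found 0 of 50 shifted lists, so at this size that setting could not call even simulated shifts. The simulated genes varied independently of each other and their lists were random. Genes of the real lists can vary together, so the rate of 2 of 250 need not hold for them. The test of the loci by random placement passed in 10 of 10 sets with a loaded run of genes and in 0 of 10 sets without one. The run was Ath44, loaded with 10 called genes beside 200 scattered over the genome. A smaller excess was not simulated.

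Alternatives fixed in advance were a model without the other factor, a variance prior with a trend on the level or a robust one, quantile normalization, median centring, a filter on dim genes (mean at or above the median of 5.12), the mean of a gene's probe sets, other fold thresholds, each sex alone and leaving out each array in turn. Each fit that left out an array also dropped the other factor, sex from the strain comparison and strain from the sex comparison. A gene that gained or lost its call in such a fit may owe this to the smaller model rather than to the array left out. A test over all 41345 probe sets and additional marker lists were chosen after the data had been seen. Arrays of DBA macrophages and of aortas, which the study also describes, are not analysed here.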

Results

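Macrophage expression was profiled in 4 arrays, a female and a male pool of 129S6 mice and a female and a male pool of B6 mice. Across genes, the arrays of the same strain correlated at 0.989 (129S6) and 0.988 (B6), and arrays of different strains at 0.969 to 0.980. Genes are not independent replicates, so these values carry no test. Xist, the RNA that silences an X chromosome in females, stood at 11.86 and 11.88 in the female arrays and at 3.91 and 4.05 in the male arrays. The Y-linked genes Uty, Eif2s3y and Kdm5d were high only in the male arrays, and read 2.24 to 4.71 in the female arrays, which gives an idea of the background of the probes. Ifi202b, an interferon-inducible gene known to be weakly expressed in B6 mice, was 7.89 ± 0.15 (SD, n = 2) in 129S6 and 2.72 ± 0.28 in B6. Casp4, which encodes the caspase that senses cytosolic lipopolysaccharide, was 6.94 and 7.23 in 129S6 and 9.56 and 8.73 in B6, a difference that did not pass the test (2.06, adjusted p = 0.0984) but passed without the B6 female (1.64, 0.0331) or the B6 male array (2.48, 0.0184). Nnt, which is partly deleted in the J substrain of C57BL/6, had a difference of -0.32 (adjusted p = 0.427) from a single probe set, whose place relative to the deletion was not examined, so the substrain stays open. Xist and the Y-linked genes thus matched the sex label, and Ifi202b the strain label, of all 4 arrays.

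The strain comparison addressed how elicited macrophages differ between B6 and 129S6, strains whose apoE-null forms differ in atherosclerosis. The largest measured difference toward B6 was that of Npy, which encodes neuropeptide Y. It stood at 4.84 ± 0.02 (SD, n = 2) in 129S6, near background, and at 11.05 ± 0.43 in B6. Mcoln3, an endolysosomal calcium channel, rose by 5.21 ± 0.16 (SE). Mamdc2, a secreted matrix protein, rose by 4.34, Glrp1 by 4.00, Sh2d1b1, a signalling adaptor, by 3.58 and Sfrp5, a secreted Wnt antagonist, by 3.42. The remaining genes among the 12 furthest up belong to multigene families or are pseudogenes, for which probes can read more than 1 copy: Trim12a (4.89), the odorant receptor gene Olfr111 (4.82), the ribosomal protein gene Rps13 (4.46), Nlrp1c-ps (4.32), Zfp984 (3.97) and Gpr137b-ps (3.62). All 12 had adjusted p from 0.0307 to 0.0445 and both B6 arrays above both 129S6 arrays. In 129S6 most of them, all but Mamdc2 and Gpr137b-ps, were at or near background, so their values and order depend on it.

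The largest measured difference toward 129S6 was that of Chil1, which encodes a chitinase-like protein secreted by macrophages, at 9.96 ± 0.11 (SD, n = 2) in 129S6 and 4.26 ± 0.02 in B6, where it was at background. Ifi202b, Stfa3, Ifi44l, Prok2 and Gbp2b were also at or near background in B6, with the same limit on their values. That limit also holds for Il1b, which read 5.33 in the B6 female and 4.13 in the B6 male array. Serpinb2, which encodes plasminogen activator inhibitor type 2, changed by -5.26 ± 0.34 (SE) and Ifi202b by -5.17 ± 0.22. The cytokine gene Il1b changed by -4.86 ± 0.18, and Il1r1, the gene of its signalling receptor, by -4.77 ± 0.20. Alox15, the lipoxygenase of resident peritoneal macrophages, changed by -4.09 ± 0.39, and Hal, which encodes histidine ammonia-lyase, by -4.42 ± 0.17. Prok2, a chemokine-like peptide (-3.75), the C-type lectin gene Clec4n (-3.46), the interferon-inducible Ifi44l (-4.05) and the multigene family members Stfa3 (-4.47) and Gbp2b (-3.53) completed the 12 furthest down. Adjusted p ran from 0.0307 to 0.0482, and both B6 arrays lay below both 129S6 arrays for each. Without the 129S6 female array, Il1b (-4.08, adjusted p = 0.0615), Serpinb2 (-4.80, 0.113) and Clec4n (-2.85, 0.262) no longer passed, nor did Mamdc2 (4.24, 0.0620) and Sh2d1b1 (3.54, 0.0777) on the other side. Serpinb2 had -5.73 without the 129S6 male array, and Clec4n -4.07 without that array and -2.42 without the B6 male array. Clec4n already lost its call with all arrays kept and no sex term (limma adjusted p = 0.0963).

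In all, 189 of 22180 genes were called with limma, 75 higher and 114 lower in B6, and 19 of the 189 were predicted loci. All called genes differed at least 2-fold, and 133 at least 4-fold. The smallest adjusted p was 0.0307, so the calls sit close to the threshold, and 3625 genes had an unadjusted p under 0.05. The count depended on the fit. It was 431 without the sex term, 1256 with a variance prior that followed the level, 589 among the brighter genes, and 84, 321 and 564 without the 129S6 female, the 129S6 male and the B6 female array. It was 0 when limma tested all 41345 probe sets, an alternative chosen after the data had been seen, with 5707 unadjusted p under 0.05 and a smallest adjusted p of 0.0982.

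The strain difference was of the same sign in females and males for 63.4% of the genes, and across genes the differences in the 2 sexes correlated at 0.571, which rests on separate arrays but has no test. At least 2-fold apart in the same direction in both sexes were 614 genes, 233 higher and 381 lower in B6. The split by sex gave 30 such genes, and the crossed split, 129S6 females and B6 males against the rest, gave 11 when compared within sex and 7 when compared within strain.

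**Figure D1:**
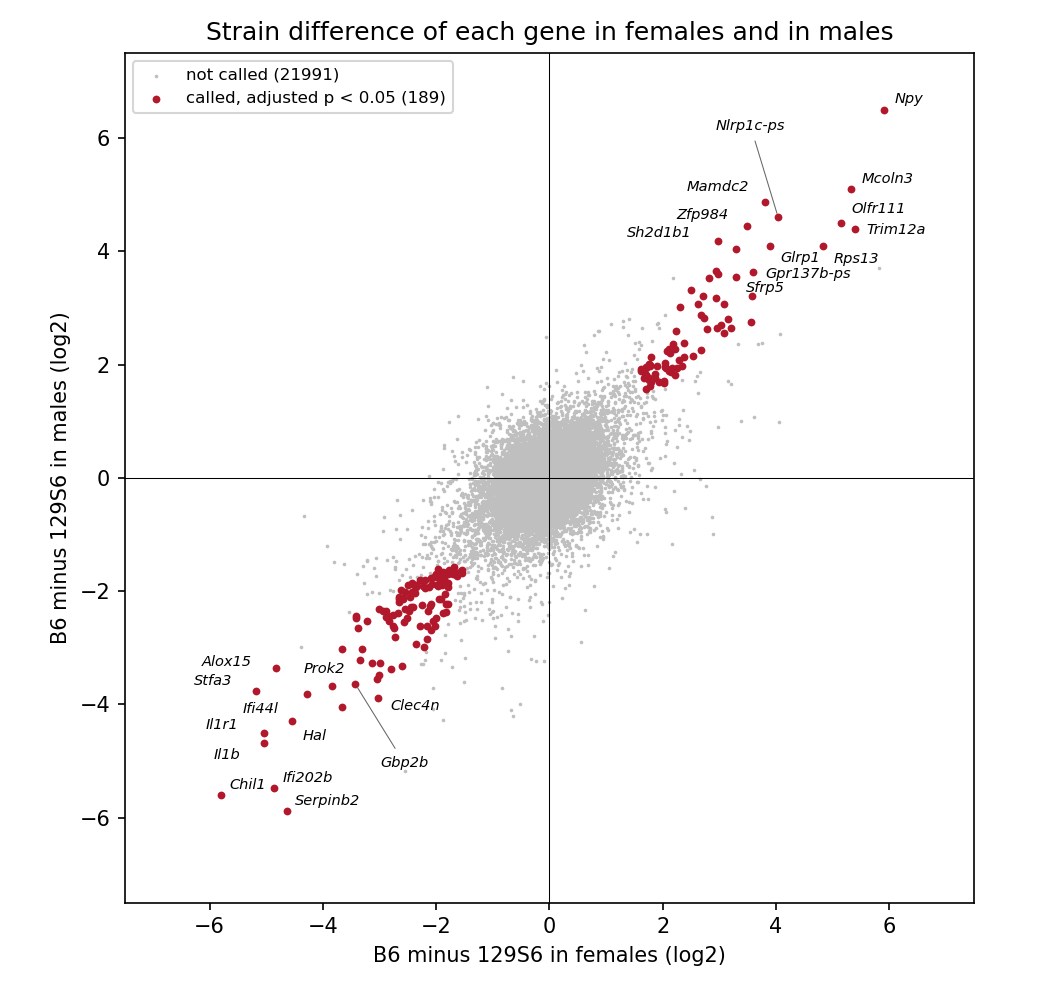
Difference between B6 and 129S6 of each of 22180 genes in females (x axis, log2) and in males (y axis, log2), 1 array per strain and sex. Red points are the 189 called genes, which lie at the ends of the diagonal, and the labels name the 12 furthest up, led by Npy, and the 12 furthest down, led by Chil1.

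Marker genes of resident large peritoneal macrophages, the cells that occupy the cavity before inflammation, were lower in B6 and had the smallest camera p of the 36 lists. Of 21 measured genes, 4 fell in B6 over all genes tested: Serpinb2 (-5.26), Alox15 (-4.09), the chemokine gene Cxcl13 (-3.30) and Prg4, which encodes lubricin (-2.28). Adjusted over the list alone, 17 fell and 1 rose. Selp, the P-selectin gene, had -2.96 (adjusted p = 0.0581 over all genes). Gata6, the transcription factor that sets the resident programme, and Timd4, a receptor for dying cells, had -2.37 (0.0527) and -2.76 (0.0579), and were chosen for naming after their values were seen. With 1 array left out, in fits that also lacked the sex term, Gata6 had -2.10 to -2.64. Timd4 had -3.49 without the B6 female and -2.02 without the B6 male array. With all arrays kept and no sex term, Gata6 passed in limma (adjusted p = 0.0155). The list median was -1.28, -1.60 in females and -0.97 in males (camera adjusted p = 4.77e-11; adjusted p = 0.771 with an estimated correlation). Serpinb2 lost its call without either 129S6 array (-4.80, 0.113 and -5.73, 0.0504). The 8 fibroblast genes described below had a median difference of -1.92 in the same direction.

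Marker genes of small, monocyte-derived peritoneal macrophages went both ways. Retnla, which encodes a resistin-like secreted protein, rose by 3.30 and Mrc1, the mannose receptor gene, by 2.80, while Vcan, the proteoglycan versican expressed by monocytes, changed by -2.36. Ly6c2, a monocyte surface gene, had -2.62 without passing (adjusted p = 0.0527), but passed without the B6 female array (-3.84, 0.0372). Of the 13 measured genes 2 rose and 1 fell, and adjusted over the list alone 4 rose and 3 fell. The median was 0.34 and the list did not pass (camera adjusted p = 0.158). Vcan lost its call with all arrays kept and no sex term (limma adjusted p = 0.0531). It had -1.84 without the 129S6 female and -2.07 without the B6 male array. General macrophage genes had a median of 0.03 over 15 genes (0.617), with none called by limma and 8 with an unadjusted p under 0.05. Their largest differences were Fcgr1 (1.72), Cd14 (-1.65), Aif1 (1.07) and Lgals3 (0.93), and adjusted over the list alone 4 rose and 2 fell. Cd14 passed over all genes without the B6 female array (-2.02, 0.0154).

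Inflammatory cytokine and chemokine genes were lower in B6. Of 23 measured, 4 fell over all genes: Il1b (-4.86), the neutrophil chemokine gene Cxcl1 (-3.09), the monocyte chemokine gene Ccl2 (-2.93) and Il6 (-2.65). Adjusted over the list alone 13 fell and 2 rose. Cxcl3 had -3.86 without passing (adjusted p = 0.116), but passed without the B6 female array (-5.86, 0.00969). The median was -1.27, -0.95 in females and -1.80 in males (camera adjusted p = 2.19e-08; adjusted p = 0.771 with an estimated correlation). It was -0.70 without the B6 male array and -1.93 without the B6 female array. Without the 129S6 female array Il1b (-4.08, 0.0615), Cxcl1 (-2.73, 0.139) and Il6 (-1.88, 0.181) did not pass. Cxcl1 had -3.45 without the 129S6 male array, and Il6 -3.13 without the B6 female and -2.18 without the B6 male array. Il6 already lost its call with all arrays kept and no sex term (limma adjusted p = 0.0955). The fibroblast genes moved in the same direction as this group too (median -1.92 over 8 genes).

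Genes of alternative activation, the macrophage state induced by interleukin 4, did not pass as a group by camera. Their median lay at percentile 0 among those of the random lists. Retnla (3.30) and Mrc1 (2.80) rose, while Socs2, a suppressor of cytokine signalling, and Rnase2a, an eosinophil-associated ribonuclease, changed by -2.95 and -2.66. Of 15 measured genes 2 rose and 2 fell, and adjusted over the list alone 2 rose and 8 fell, with a median of -0.71 (camera adjusted p = 0.355). With all arrays kept and no sex term, Socs2 and Rnase2a already lost their calls (limma adjusted p = 0.0645 and 0.0923). Fits without an array lacked that term too, so losses there cannot be credited to the array. Without the 129S6 female, B6 female or B6 male array Socs2 had -2.17, -3.26 and -2.64. Rnase2a had -1.88, -3.10 and -2.22 without the same arrays.

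The list of mesothelial cell and fibroblast markers, cells that line and underlie the cavity, was lower in B6 (median -0.33 over 16 genes, camera adjusted p = 0.00146; adjusted p = 0.771 with an estimated correlation), with a median of -1.85 among the brighter genes. The 8 fibroblast genes of the list had a median of -1.92, while 11 mesothelial genes, 7 of them from this list and the rest added after the data had been seen, had -0.14. Dcn, the proteoglycan decorin, changed by -2.67, from 10.16 ± 0.03 (SD, n = 2) to 7.49 ± 0.26, and Sparc, a collagen-binding protein, by -2.61. Bgn, the proteoglycan biglycan, had -2.64 (adjusted p = 0.0655) and Col1a2, a collagen I chain, -1.97 (0.0783). Bgn passed without the B6 female (-2.09, 0.0138) or the B6 male array (-3.19, 0.00748), and Col1a2 without any 1 array other than the 129S6 female (-1.72 to -2.23, adjusted p from 0.0273 to 0.0417). Adjusted over the list alone 7 of the 16 fell and none rose.

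Interferon-stimulated genes had higher values in the B6 female array than in the other 3 arrays. The type I interferon list had a median of 0.54 over 24 genes (camera adjusted p = 0.00254; adjusted p = 0.771 with an estimated correlation), 1.24 in females and -0.25 in males. Over all genes and adjusted over the list alone, 0 of its members were called with limma (6 had an unadjusted p under 0.05), and the values of Ifit2 (2.52, adjusted p = 0.245), Rsad2 (1.94, 0.216), Oas3 (1.57, 0.241) and Bst2 (1.41, 0.184) did not pass. The model takes disagreement between the sexes as spread, so genes high in 1 array alone could hardly be called. All 4 of these genes are therefore not shown to be unchanged. All 4 passed without the B6 male array, at 3.97 (0.00539), 2.87 (0.0104), 2.33 (0.0209) and 2.24 (0.0295). The interferon-inducible GTPases had a median of 0.52 over 11 genes (0.0099; adjusted p = 0.771 with an estimated correlation), 1.40 in females and 0.07 in males, and 0.78 among the brighter genes. None was called over all genes with limma (3 had an unadjusted p under 0.05), and Gbp8 (2.85, 0.0524) and Irgm2 (1.43, 0.128) passed when adjusted over the list alone. Over all genes Gbp8 passed without the B6 female (2.29, 0.0113) or the B6 male array (3.40, 0.00717), and Irgm2 without the B6 male array (1.82, 0.0321). MHC class I genes had a median of 0.35 over 12 genes (0.00418; adjusted p = 0.771 with an estimated correlation), with none called by limma (3 with an unadjusted p under 0.05), Nlrc5, their transcriptional activator, at 1.22 and H2-T23 at 0.84. Relative to each gene's own mean, the median of the interferon list was 1.08 in the B6 female array and -0.57, -0.18 and -0.27 in the B6 male, 129S6 female and 129S6 male arrays. Without the B6 female array the medians were -0.29 (0.169) for the interferon list, 0.07 (0.848) for the GTPases and 0.14 (0.390) for MHC class I. Without the B6 male array they were 1.42, 1.34 and 0.74, and without the 129S6 male array the GTPases had 0.65 (0.0513).

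**Figure D2:**
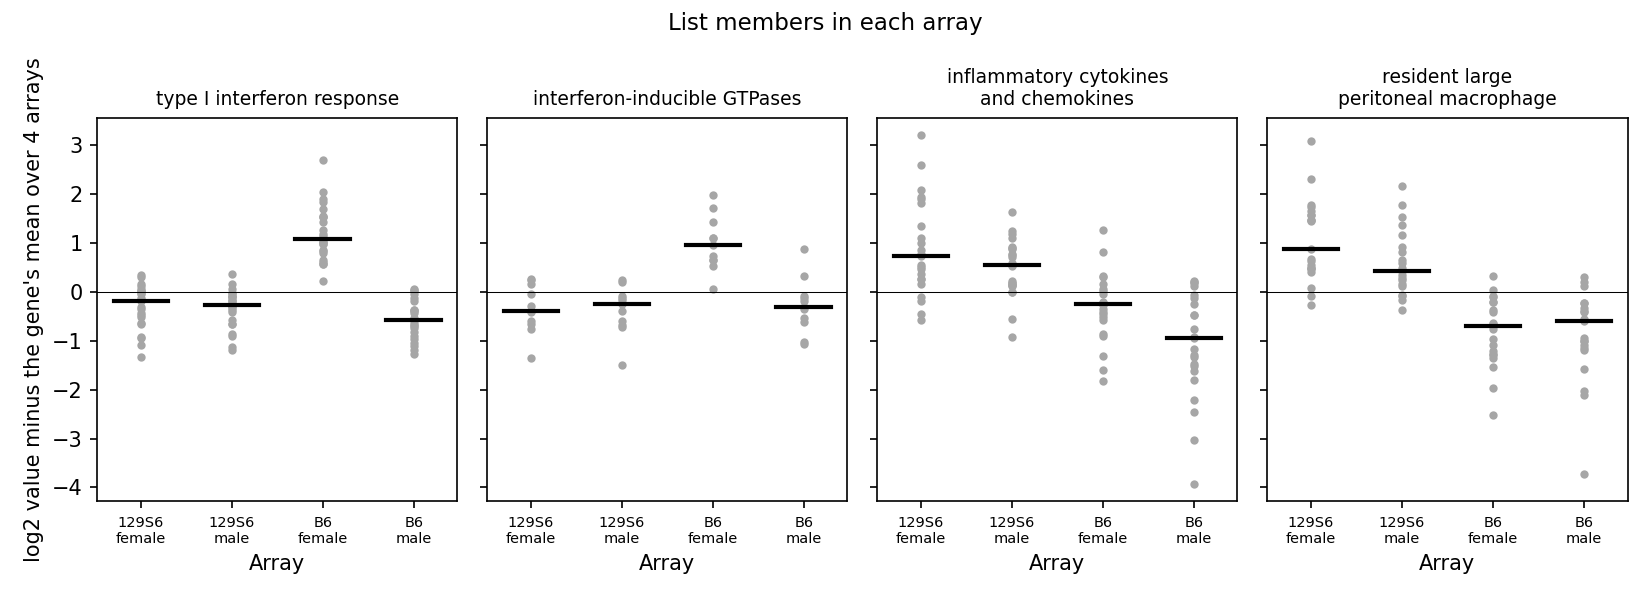
Log2 value of each list member minus the gene's mean over the 4 arrays (y axis) in each array (x axis), with a panel per list. The lists are the type I interferon response, interferon-inducible GTPases, inflammatory cytokines and chemokines, and resident large peritoneal macrophages. Grey points are genes and black bars mark the medians. The interferon list stands at 1.08 in the B6 female array and between -0.57 and -0.18 in the others, while the resident macrophage list separates both B6 arrays from both 129S6 arrays.

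The HIN-200 family of DNA sensors, to which Ifi202b belongs, went both ways. Ifi202b fell by 5.17 and Ifi209 rose by 2.82, while Ifi213 had 3.30 (adjusted p = 0.0659) and passed without the B6 female (2.59, 0.00891) or the B6 male array (4.01, 0.00515). Of 8 measured genes 1 rose and 1 fell, and adjusted over the list alone 3 rose and 1 fell (median 0.75, camera adjusted p = 0.104). Among inflammasome genes Nlrp1a rose by 1.81 while Nlrp1b had 1.36 (0.102) and Nlrp3 -1.69 (0.161), with a median of 0.22 over 13 genes (0.0930) and, adjusted over the list alone, 3 higher and 1 lower. Nlrp3 passed without the B6 female array (-2.31, 0.0109) and Nlrp1b without the 129S6 male array (1.85, 0.0455). Nlrp1a did not pass without the 129S6 female (1.51, 0.134) or the B6 male array (1.55, 0.0960).

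Cell cycle genes were lower in B6, with a median of -0.60 over 23 genes (camera adjusted p = 7.04e-05; adjusted p = 0.771 with an estimated correlation). Mki67, the gene of the proliferation antigen Ki-67, changed by -2.64, and adjusted over the list alone 12 fell and 2 rose. Ccna2 (-1.65), Mcm3 (-1.08) and Bub1b (1.53) did not pass over all genes, but Ccna2 passed without the 129S6 male array (-2.05, 0.0291) and Bub1b without the B6 male array (2.11, 0.0238). Mki67 failed without the 129S6 female (-2.34, 0.162) or 129S6 male array (-2.93, 0.0643). Genes of the NRF2 response and glutathione had a median of -0.42 over 13 genes (0.00408; adjusted p = 0.771 with an estimated correlation), with none called by limma (4 with an unadjusted p under 0.05) and 2 lower when adjusted over the list alone. The values were -1.55 for Gsta3 and -1.52 for Slc7a11, the cystine transporter gene, and both passed without the B6 female array (-2.27, 0.0240 and -2.53, 0.0109). That median was -0.35 without the B6 male array (0.216) and -0.73 without the B6 female array. Selectin and adhesion genes had a median of -0.26 over 17 genes (0.0099; adjusted p = 0.771 with an estimated correlation), -0.40 without the B6 female array. None was called by limma (7 had an unadjusted p under 0.05), 6 were lower and 1 was higher when adjusted over the list alone, and the largest values were Selp (-2.96), Jam2 (-1.30) and F11r (-1.03). The 3 groups shared their direction with the fibroblast genes (median -1.92).

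**Figure D3:**
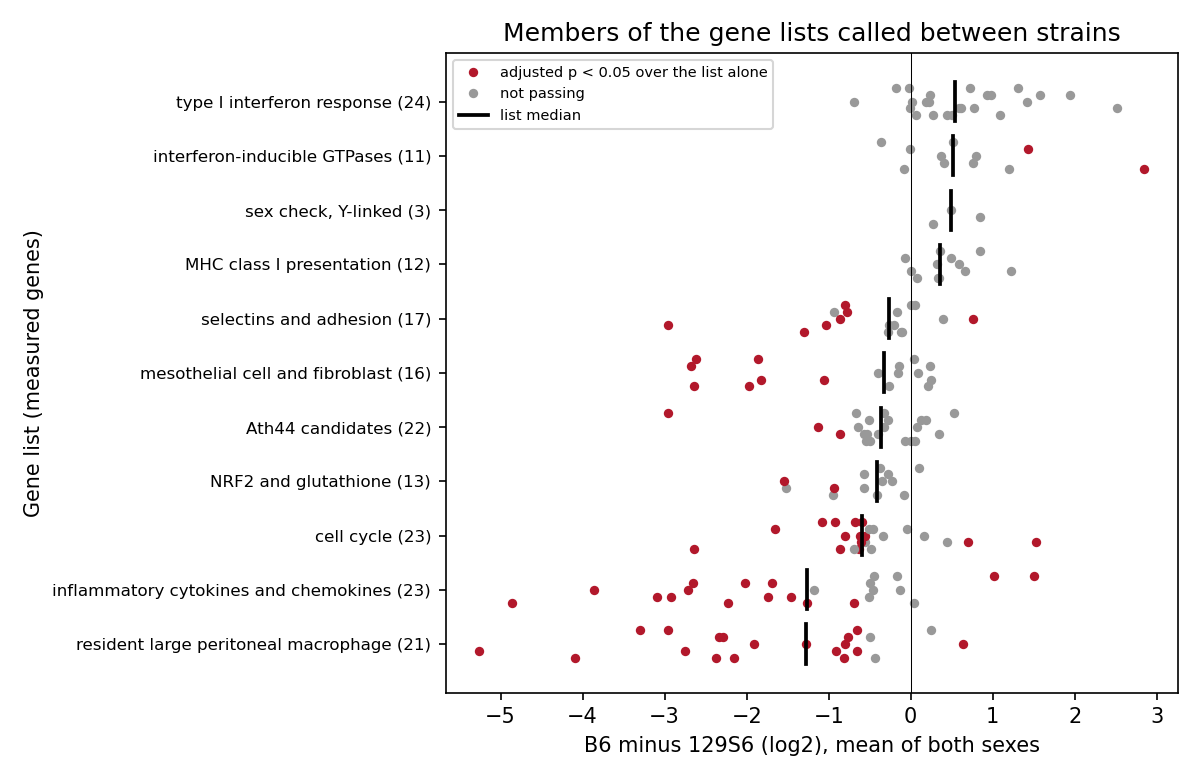
Difference between B6 and 129S6 (x axis, log2) of each measured member of the 11 gene lists that passed the camera test at the preset correlation (y axis, number of measured genes in brackets). Red points passed when adjusted over the list alone and black bars mark the medians, which run from -1.28 for resident macrophage genes to 0.54 for the interferon list.

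Lipid handling genes, of interest in atherosclerosis, did not pass as groups. Apoc2, an apolipoprotein gene, rose by 2.41, while Apoe had 1.63 (adjusted p = 0.0678) and Scd1, a fatty acid desaturase gene, -1.35 (0.0947), among 15 cholesterol efflux and LXR target genes with a median of 0.11 (camera adjusted p = 0.158). Adjusted over the list alone 4 were higher and 2 lower, and without the B6 female array Scd1 (-1.75, 0.0264) and Apoe (1.98, 0.0168) passed over all genes. Of the scavenger receptors Marco changed by -2.60, Olr1 had -3.08 (0.115) and Fabp4, a lipid carrier gene, 1.83 (0.0519), with a median of -0.02 over 15 genes (0.907). Olr1 passed without the B6 female (-4.23, 0.00467) or the B6 male array (-1.92, 0.0348), and Fabp4 without the 129S6 male (2.20, 0.0314) or the B6 female array (adjusted p = 0.0495). Marco lost its call with all arrays kept and no sex term (limma adjusted p = 0.0804). It had -2.25 without the 129S6 female, -2.95 without the 129S6 male and -1.86 without the B6 male array. Sterol synthesis genes had a median of -0.11 over 19 genes (0.460), with none called by limma and 1 with an unadjusted p under 0.05. Toll-like receptor genes had a median of 0.15 over 22 genes (0.158), with none called by limma, 9 with an unadjusted p under 0.05, and Tlr9 at 2.15 and Tlr2 at -1.69. Both passed without the B6 female array (2.76, 0.00848 and -2.47, 0.00922). In the complement list C4b changed by -1.70 and Serping1, the C1 inhibitor gene, had -2.05 (0.0531), passing without the 129S6 male (-2.13, 0.0369) or the B6 female array (-1.84, 0.0206). Its median was 0.02 and its mean -0.36 over 15 genes (0.562). C4b did not pass without the 129S6 female (-1.56, 0.0851) or the B6 male array (-1.56, 0.0531).

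Markers of other cells were mostly not called. Siglecf, a sialic acid-binding lectin of eosinophils and some macrophages, rose by 1.88 among 6 eosinophil markers (median 0.18, camera adjusted p = 0.158). It failed without the 129S6 female array (1.79, 0.0755). Hdc (-1.52) and S100a8 (-1.40) had the largest values among neutrophil markers (median -0.24 over 14 genes, 0.158). Hdc passed without the B6 female (-1.41, 0.0374) or the B6 male array (-1.63, 0.0382). The medians were -0.16 for B cells (14 genes, 0.126), 0.24 for T and NK cells (13 genes, 0.118), -0.14 for mast cells and basophils (12 genes, 0.424), -0.20 for dendritic cells (10 genes, 0.315), -0.32 for erythroid cells and platelets (5 genes, 0.143) and 0.45 for MHC class II genes (10 genes, 0.241). Immediate-early and heat shock genes had -0.08 (16 genes, 0.223) and housekeeping genes 0.10 (12 genes, 0.570). Siglecf was the only called gene in these lists, and of the B cell, T and NK cell, neutrophil and dendritic cell markers 5, 2, 3 and 5 had an unadjusted p under 0.05.

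The candidate genes of the chromosome 1 locus Ath44, where 129S6 and B6 mostly share haplotypes, addressed whether macrophage expression separates these strains at the locus. P-selectin, the product of Selp, tethers leukocytes to the vessel wall. Its RNA was 9.47 ± 0.14 (SD, n = 2) in 129S6 and 6.52 ± 0.68 in B6, a difference of -2.96 ± 0.32 (SE) or 0.129 times the 129S6 level, lower in both sexes (adjusted p = 0.0581). Prrx1, a homeobox gene of mesenchymal cells, had -1.14 ± 0.23 (0.143) and Lamc1, a laminin chain, -0.86 ± 0.16 (0.128). Glul, the glutamine synthetase gene, had -0.67, Npl -0.64, Atp1b1 -0.57, Tnfsf4 -0.55, Fmo2 -0.53, Sele, the E-selectin gene, -0.28 and Fmo1 0.00 (-0.10 to 0.11 without an array). Tnfsf4 (3.25 to 4.44) and Fmo2 (3.73 to 4.49) were at background in all 4 arrays, and Sele and Fmo1 little above it, so these 4 values say little about the strains. Of the 22 measured candidates 0 were called over all genes with limma (7 had an unadjusted p under 0.05, and 4 were called with the trended prior), and 3 were lower when adjusted over the list alone (Selp 0.0143, Prrx1 0.0494, Lamc1 0.0494). Because the study chose the list partly on these arrays, the count is not independent evidence. As a list they were lower in B6 (median -0.37, camera adjusted p = 0.00671; adjusted p = 0.771 with an estimated correlation), with a median of -0.57 among the brighter genes. Resident macrophage genes, a list that includes Selp (median -1.28), and fibroblast genes (-1.92) were lower in the same arrays. Soat1 had no probe set with a single symbol. Selp passed over all genes without the 129S6 male (-3.05, 0.0435), the B6 female (-2.47, 0.0102) or the B6 male array (-3.44, 0.00717), without the sex term (0.0217), with the trended prior (0.00336) and among brighter genes (0.0311). The count adjusted over the list alone was 1 without the 129S6 female or the B6 female array and 5 without the B6 male array.

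At the chromosome 2 locus Ath45, where 129S6 differs from B6, the largest difference was that of Tgm2, the tissue transglutaminase gene, with -1.06 ± 0.27 (SE; adjusted p = 0.194). Lbp, whose product carries lipopolysaccharide to its receptor, had 0.74 ± 0.33 (0.371), 0.15 in females and 1.33 in males. Sdc4, a cell-surface proteoglycan, had -0.63 (0.201), Serinc3 0.53 (0.234) and Ada, adenosine deaminase, -0.16 (0.699). Of 14 measured candidates 0 were called over all genes with limma and 0 when adjusted over the list alone, a list also chosen partly on these arrays. Their unadjusted p was under 0.05 for 3, and 3 were called with the trended prior. Tgm2 passed without the B6 female array (-1.49, 0.0328), and the count adjusted over the list alone was 1 without the 129S6 female or the B6 female array. The list median was -0.01 and its mean -0.03, while camera placed it slightly above other genes (0.907). Ptprt had no probe set with a single symbol, and Pkig only a probe set that names several genes. Genes that the study linked to either locus through expression in other data had medians of -0.04 over 29 genes (Ath44, 0.570) and 0.05 over 5 genes (Ath45, mean -0.10, 0.737). The first of these lists includes Ifi202b and Rgl1 (1.51, adjusted p = 0.0578), which passed without the 129S6 male (1.72, 0.0419) or the B6 female array (1.62, 0.0439).

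**Figure D4:**
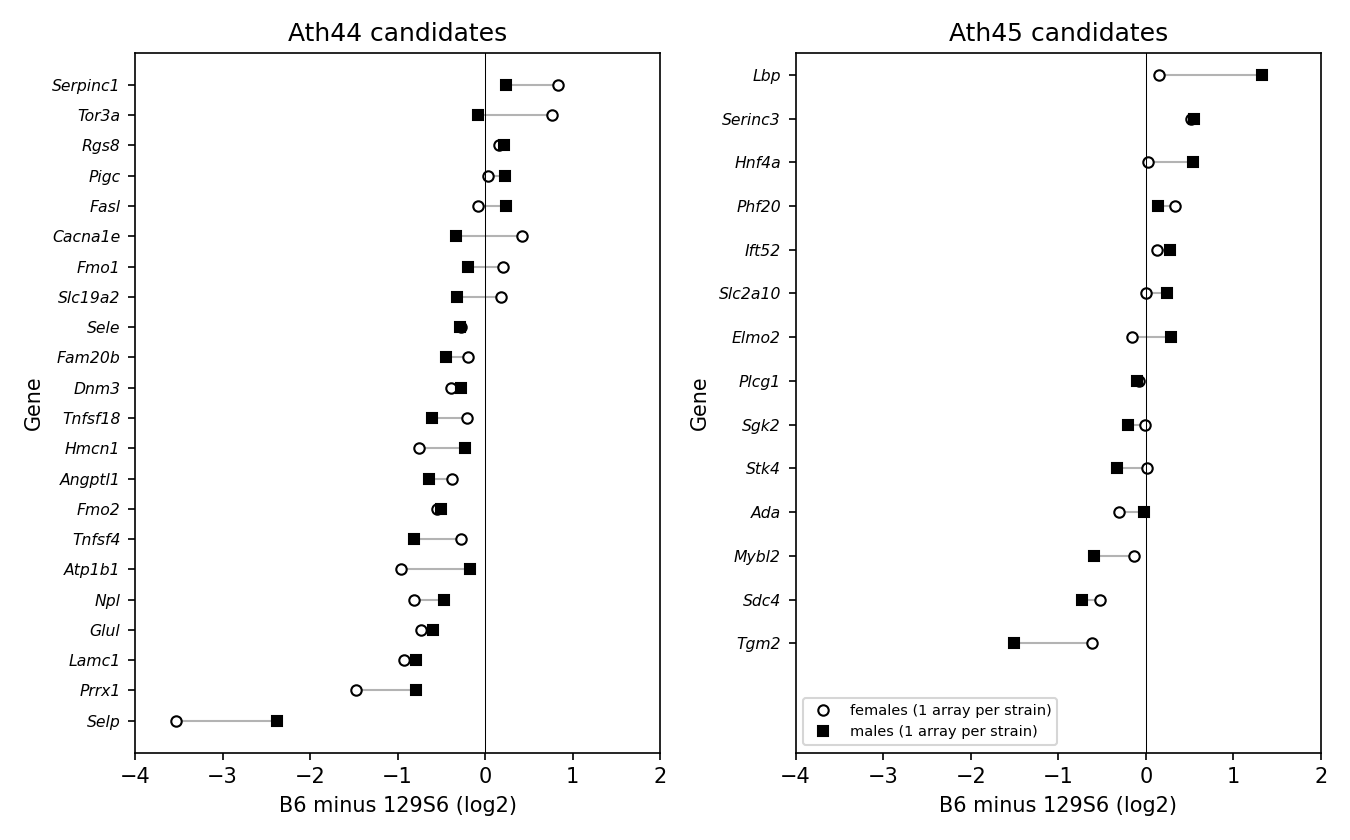
Difference between B6 and 129S6 (log2) of the measured candidate genes of Ath44 (22 genes) and Ath45 (14 genes), in females and in males. Selp stands furthest below 0, at -3.54 in females and -2.38 in males.

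The share of changed genes at either locus was not shown to differ from that of the rest of the genome. Few genes were called anywhere, so the counts of called genes could hardly show a lower share at a locus. Of 111 tested genes from Hmcn1 to Atp1b1 0 were called, against 188 of 22011 other genes (0.854%, Fisher's exact p = 1, random placement permutation p = 0.851). At an unadjusted p under 0.05 there were 21 of 111 (18.9%) against 16.3% elsewhere (Fisher's exact p = 0.441). By fold, 12 of the 111 (10.8%) were at least 1.5-fold apart in both sexes, against 7.46% elsewhere (Fisher's exact p = 0.201, permutation p = 0.343). They include Selp, Prrx1, Lamc1, Glul and Rgl1, a regulator of small GTPases. Of 141 genes from Phf20 to Slc2a10 0 were called (Fisher's exact p = 0.636, permutation p = 0.692), 19 had an unadjusted p under 0.05, and 9 (6.38%) were 1.5-fold apart in both sexes against 7.48% elsewhere (Fisher's exact p = 0.748, permutation p = 0.880).

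The sex comparison served as a check and as background to the strain comparison. Xist changed by -7.89 ± 0.16 (SE) in males (adjusted p = 0.0126), while the Y-linked Uty rose by 5.34 ± 0.16 (0.0333) and Eif2s3y, a translation factor gene, by 4.79 ± 0.17 (0.0457), each in the same direction in both strains. Kdm5d, a Y-linked histone demethylase gene, had 5.30 (0.0725). These 3 of 22180 genes were the only ones called, while 1158 had an unadjusted p under 0.05. With any 1 array left out limma called 0 genes, with 365 to 628 at an unadjusted p under 0.05. The next largest values, none of which passed, were Olfr901 (1.55), Rny3 (1.48) and Capn6 (1.39) on the male side and Cxcl3 (-2.67), Ly6i (-2.18), Ly6c2 (-1.98), Fpr2 (-1.97) and Trim30c (-1.90) on the female side.

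Several gene lists differed between the sexes by camera, all with adjusted p = 0.921 with an estimated correlation and none with a called member outside the sex-linked genes. The Y-linked list had a median of 5.30 over 3 genes (camera adjusted p = 3.63e-12), and the list of X-inactivation genes and escapees, with Kdm6a at -0.53, a median of -0.40 over 4 genes (3.34e-04). The type I interferon list was lower in males with a median of -0.88 (1.52e-10), -0.01 in 129S6 and -1.79 in B6, with Isg15 at -1.69, Oas1g at -1.54 and Ifit2 at -1.37. The interferon-inducible GTPases had -0.71 (4.93e-05), 0.00 in 129S6 and -1.15 in B6, with Gbp5 at -1.13 and Gbp3 at -1.12. MHC class I genes had -0.24 (0.00753), with H2-Q4 at -0.58 and Psmb9 at -0.51. All 3 rest on the B6 female array, in which the interferon list stood 1.08 above its mean. Without it their medians were -0.14 (0.453), 0.03 (0.973) and 0.06 (0.562), and MHC class I had -0.13 (0.284) without the 129S6 male array. Without the 129S6 female array the 3 medians were -1.61, -1.27 and -0.69.

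Inflammatory genes were also lower in males (median -0.41, camera adjusted p = 7.62e-08), with Cxcl2 at -1.68, Il1b at -1.38 and Il6 at -1.25, as were resident macrophage genes (-0.31, 0.00753), with Serpinb2 at -1.55 and Timd4 at -0.94, alternative activation genes (-0.40, 0.00753), with Rnase2a at -1.22, and NRF2 genes (-0.21, 0.00753), with Nqo1 at -1.54 and Slc7a11 at -1.16. Without the strain term, with all arrays kept, the resident list (0.380) and the alternative activation list (0.263) did not pass. Leaving out an array from this comparison mixes strain into sex, and each of these 4 lists lost its call or changed direction without at least 1 array. The inflammatory list had 0.06 (0.973) without the 129S6 female and 0.15 (0.480) without the B6 male array, and the resident list 0.66 and 0.40 without the same arrays. Without the 129S6 male and without the B6 female array the medians were -1.12 and -1.03 for the inflammatory list, -0.80 and -1.13 for the resident list and -0.58 and -0.43 for the NRF2 list. Il1b, Il6, Serpinb2, Timd4, Rnase2a and Slc7a11 also changed direction by sex without 1 array, reaching 1.14, 0.23, 1.39, 0.70, 0.28 and 0.034. Alternative activation failed without any 1 array (adjusted p from 0.0804 to 0.812), and the NRF2 list had -0.04 (0.486) without the 129S6 female and 0.03 (0.990) without the B6 male array. The fibroblast and mesothelial list did not differ by sex (median 0.09, 0.538). The other lists did not pass by sex.

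The lists kept as checks were also tested by strain. The Y-linked list had a median of 0.49 over 3 genes (camera adjusted p = 0.0420; adjusted p = 0.771 with an estimated correlation), with Kdm5d at 0.84, none called by limma and 2 with an unadjusted p under 0.05. It did not pass without the sex term (0.757), with the trended prior (0.0675) or among brighter genes (0.0898). Leaving out an array mixes sex into strain for these genes, and the median then ran from -2.20 to 3.20. The X-inactivation list had 0.03 (0.711) and the list of Ifi202b, Casp4 and Nnt -0.32 (0.394).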

Values the study reported

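For macrophages, the study gave the average of male and female samples as the ratio of B6 to 129. Among its chromosome 1 candidates, the ratio was 0.1 for Selp, with an expression level of 712 in macrophages. It was 0.5 for Prrx1, 0.6 for Lamc1, Npl and Glul, 0.7 for Tnfsf4, Atp1b1 and Fmo2, 0.8 for Sele and 1.0 for Fmo1. Among its chromosome 2 candidates, the ratio was 0.5 for Tgm2, with a level of 2105, 0.6 for Sdc4, 0.9 for Ada, 1.4 for Serinc3 and 1.8 for Lbp, with a level of 80. The study stated that genes of either locus did not differ by sex in macrophages.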

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

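The tests weighed in this part were chosen after the results had been seen. Quantile normalization, used in some of them, was itself among the alternatives fixed in advance. The differences between strains or sexes given in the first paragraphs were not tested: each rests on 1 array per strain and sex, and is listed because the 2 groups went in opposite directions.

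The type I interferon list had a median strain difference of 1.24 in females and -0.25 in males, 1.49 apart. In the sex comparison the median of MHC class I genes was 0.06 in 129S6 and -0.59 in B6, 0.65 apart, and that of the interferon-inducible GTPases 0.00 and -1.15, 1.15 apart. Single genes followed. The male minus female value was 0.16 in 129S6 and -2.90 in B6 for Ifit2 (3.06 apart), 0.22 and -2.49 for Gbp5 (2.71 apart) and 0.07 and -1.23 for the class I gene H2-Q4 (1.29 apart). Fmo1, a candidate at Ath44, had a strain difference of 0.20 in females and -0.19 in males, 0.39 apart, at a level near 5.21 in both strains.

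Probe sets without a single gene symbol, 17824 of the 41345, were used in no comparison. At least 2-fold apart by strain in the same direction in both sexes were 764 of them, against 101 for the split by sex and 102 for the crossed split compared within sex. When limma tested all probe sets, 0 of these 17824 were called (5707 of all probe sets had an unadjusted p under 0.05).

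The interferon pattern was weighed first. In the B6 female array 24 of 24 genes of the type I interferon list stood above the B6 male array, by a median of 1.79. After quantile normalization the list still stood 1.09 above the mean of the arrays there. The deposited arrays already shared a scale, so this step could change little and does not decide about their scaling. A wrong label is argued against, since Ifi202b in that array lay below the lower 129S6 array (-4.86) and Kdm5d below the lower male array (-4.45). Also open is whether B6 females as a group respond this way or this pool alone differed. With 1 B6 female array these cannot be told apart, while the 129S6 female exceeded the male by a median of only 0.0079.

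For the lower resident macrophage genes in B6, the median was -1.30 after quantile normalization. The arrays already shared a scale, so this step could change little and does not decide about scaling. On the deposited scale the median of all genes differed by only -0.02 between strains. Probe mismatches with the 129S6 sequence would lower 129S6 and are argued against by that direction alone. That 87.1% of this list and a further resident list (27 of 31 genes) were lower in B6 adds no test. The pattern itself fixed the direction of the first list, with 19 of its 21 genes lower. A smaller share of resident macrophages in the B6 pools may account for part of the pattern: the further list, of 10 genes, had a median of -1.55, with 8 lower. Those 8 include Bhlhe41 (-0.14) and Fcna (-0.11), bright genes that hardly differed, while Cd93 (0.39) and Gas6 (0.85) were higher in B6. The further list thus did not move as a whole, and a smaller share was not shown. The monocyte-derived list had 0.34 but went both ways, with 7 genes higher and 6 lower in B6, and did not pass (camera adjusted p = 0.158). Its lower genes included the monocyte genes Ly6c2 (-2.62) and Vcan (-2.36). In the first list 3 genes also belong to other lists and 1, Selp, is a candidate of the study, and 21 of its 21 genes were at or above the median level in 129S6 and 20 in B6, with median levels of 10.14 and 7.09. A strain difference in expression within the same cells remains open and untested.

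For the lower fibroblast genes in B6 (median -1.92 over 8 genes), probe mismatches are argued against by their direction in the same way. That 82.8% of this and a further fibroblast list (24 of 29 genes) were lower in B6 adds no test here either. Mesothelial cells in the 129S6 pools stay open too: 11 mesothelial genes had a median difference of -0.14, but only 4 of them were at or above the median level, and a difference near 0 in dim genes excludes nothing. Fibroblasts carried over with the 129S6 cells may contribute, since the further list, of 21 genes, had a median of -0.91, with 19 lower in females and 17 in males. The labels name no sort that would remove them, and Dcn, among their abundant genes, stood at 10.16 in 129S6. Of these 21 genes 15 were at or above the median level in 129S6 and 9 in B6, and expression of such genes by the macrophages themselves was not tested.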

How the results depend on the processing

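The test over all probe sets was chosen after the data had been seen, and all other alternatives here were fixed in advance. Where no reason is given, the cause was not tested.

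Of the 189 called genes, 166 were also called without the sex term, 189 with the trended prior, 166 with the robust prior, 157 after quantile normalization, 177 after median centring, 180 with the mean of a gene's probe sets and 152 of the 152 still tested among the brighter genes. All 189 kept their sign in each of these fits that tested them. Strain calls numbered 431 without the sex term (174 higher and 257 lower in B6), 1256 with the trended prior (582 and 674), 589 among the brighter genes, where fewer genes were tested (251 and 338), and 0 over all probe sets, where more were tested. Leaving out an array gave 84 to 564 (41 to 207 higher, 43 to 357 lower), of which 70 to 180 were among the 189, and 70 of the 189 passed without any 1 of the arrays. The lone array of a strain is then assumed to vary like the others. Dropping only the sex term, with all arrays kept, already removed the calls of Clec4n, Il6, Marco, Rnase2a, Socs2 and Vcan. The same fit let Casp4, Bgn, Col1a2, Gbp8, Ifi213 and Hdc pass, among others. For these genes a change of call without an array cannot be credited to that array. Sex calls numbered 1 without the strain term, 5 with the trended prior, 0 over all probe sets (smallest adjusted p 0.0553, 2061 unadjusted p under 0.05) and 0 without any 1 array. Of the genes named, Alox15, Ccl2, Marco, Sh2d1b1, Socs2, Clec4n, Il6, Rnase2a, Vcan, Uty and Eif2s3y lost their call in at least 1 alternative that kept all arrays and tested 1 probe set per gene, and among all named genes only Fmo1, near 0 throughout, differed in sign in any of those (in males alone). Over all probe sets every called gene lost its call, which the counts below leave out. Over all values of single genes with all arrays kept, 1034 stayed on their side of the threshold or within their spread, 92 newly passed, 23 no longer passed and 43 moved in females or males alone. For gene lists, 135 stayed and 25 no longer passed, 20 of them with the estimated correlation. The other 5 were the resident macrophage and alternative activation lists by sex without the strain term, and the Y-linked list by strain without the sex term, with the trended prior and among the brighter genes. Without an array, 436 gene values and 57 list values stayed, 58 gene values newly passed, and 45 and 16 no longer passed.

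Among the Ath44 candidates the calls were 1 without the sex term, 4 with the trended prior, 2 among the brighter genes and 0 to 1 without an array. Adjusted over the list alone they were 5 with the trended prior, 1 with the robust prior, 1 after quantile normalization, 1 after median centring, 5 among the brighter genes and 1 to 5 without an array. The Ath45 candidates had 3 calls with the trended prior and 0 to 1 without an array, and adjusted over the list alone 3 and 0 to 1. Selp stayed the lowest candidate in females and males alike. A larger percentage of Ath44 genes than of other genes was called with the trended prior (9.01% of the Ath44 genes) and among the brighter genes (6.56%). Without an array 0 to 2.70% of the Ath44 genes were called, more than of other genes only without the 129S6 male array. Of the Ath45 genes 6.38% were called with the trended prior, also a larger percentage than elsewhere. The share of Ath44 genes 2-fold apart in both sexes was 2.70%, below that elsewhere, while at 1.5-fold it was above. No Fisher's exact test of either locus passed in any alternative (lowest exact p = 0.144).

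Gene lists passing by strain were 0 with the estimated correlation, 17 by the outer 5% of random lists and 7 to 14 without an array, and by sex 0 with the estimated correlation. Lists in that outer 5% that camera did not call were alternative activation (percentile 0), neutrophil (1.27), inflammasomes (98.16) and T and NK cell (99.57). The others were monocyte-derived macrophages (99.69), MHC class II (99.95) and HIN-200 (100). The Y-linked list (95.7) lay inside. Genes of a real list can vary together, so this placement alone shows no shift. Genes 2-fold apart in both sexes by strain became 1657 at 1.5-fold and 240 at 3-fold. By sex they were 216 and 4, and 16 among the brighter genes. For the crossed split they were 168, 0 and 4 within sex and 183, 0 and 2 within strain. The correlation of the strain difference in females and males was 0.744 among the brighter genes.

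Without an array, some medians and genes changed direction. By strain the ranges were -2.20 to 3.20 for the Y-linked list, -1.97 to 3.66 for Kdm5d, -0.29 to 1.42 for the interferon list and -0.10 to 0.11 for Fmo1. By sex they were -1.13 to 0.66 for resident macrophage genes, -0.69 to 0.056 for MHC class I, -1.12 to 0.15 for inflammatory genes, -4.07 to 0.13 for Fpr2, -2.28 to 0.032 for Gbp3, -3.39 to 0.66 for Ifit2, -3.91 to 1.14 for Il1b, -2.72 to 0.23 for Il6, -1.04 to 0.020 for Psmb9, -2.72 to 0.28 for Rnase2a, -4.50 to 1.39 for Serpinb2, -2.35 to 0.034 for Slc7a11 and -2.58 to 0.70 for Timd4. Leaving out an array, with the other factor dropped from the fit, unbalances strain and sex, which by construction mixes the 2 effects. Splits by pairs and shares by fold in both sexes could not be given without an array, counts of calls could not be given for females or males alone, and among the brighter genes only 20 of the 24 genes furthest up or down could be tested, all of which passed. The median of all genes shifted by -0.02 between strains on the deposited scale and by -0.01 after quantile normalization.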

Other observations

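The test of neighbouring genes and the share of calls by direction were chosen after the results had been seen, as were the added marker genes, and the test without Selp was chosen before its result was seen.

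Further genes of resident peritoneal macrophages and of fibroblasts were looked up beyond the lists of the report. Vmn2r26, a vomeronasal receptor gene expressed by resident peritoneal macrophages, fell in B6 (-2.87, adjusted p = 0.0420). Ptgis, the prostacyclin synthase gene (-2.09, 0.108), Nt5e, which encodes the ecto-enzyme CD73 (-2.57, 0.151), and Slpi, a secreted protease inhibitor gene (-1.71, 0.235), did not pass, and Gas6, the gene of a ligand for receptors of dying cells, stood on the other side at 0.85 (0.174). Vmn2r26 and Nt5e were at background in B6 (4.12 to 4.69), so their values depend on it. Of the fibroblast genes Pdgfrb, a growth factor receptor gene, had -1.77 (0.0578), Serpinh1, a collagen chaperone gene, -1.53 (0.0536), and Pi16 -2.43 (0.130). Pdgfrb and Pi16 were at background in B6 too (3.52 to 4.67). Fstl1, the brightest of the added fibroblast genes, had 0.44 (0.301). Some passed without 1 array: Nt5e (-3.50, 0.0162), Ptgis (-2.53) and Pi16 (-3.18, 0.0169) without the 129S6 male array, Slpi (-2.70, 0.00803) and Serpinh1 (-1.72, 0.0276) without the B6 female array, and Pdgfrb without any 1 array other than the 129S6 female (-1.72 to -1.94, adjusted p from 0.0307 to 0.0424).

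Called genes lay next to each other in the genome more often than random placement gave. Of the 188 called genes with a position, 9 pairs were direct neighbours, against a median of 1 and a highest of 8 in 10000 random placements (permutation p = 1e-04, the smallest they can give). In 6 of the 9 pairs both genes differed in the same direction. They include Olfr110 and Olfr111, odorant receptor genes (2.38 and 4.82), Adgrl4 and Ifi44l (-2.69 and -4.05) and Plekha7 and Rps13 (-2.16 and 4.46), named after their values were seen. Olfr110 lost its call without the 129S6 female (2.69, adjusted p = 0.0573) or the 129S6 male array (2.06, 0.0560). Local sequence variants or probes that read neighbouring copies may underlie part of the calls, and the test cannot tell these apart.

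Of the 189 called genes 60.3% were lower in B6. Mismatches between probes and 129S6 sequence would lower 129S6 values and so cannot have given the 114 calls lower in B6. How many of the 75 calls higher in B6 they gave was not tested.

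The lower values of the Ath44 candidates in B6 might have come from Selp alone. Without Selp the list still passed (camera adjusted p = 0.0189), with a median of -0.33 and 14 of 21 genes lower, which argues against that. The list was chosen partly on these arrays, so its direction is not independent evidence. It did not pass whole with an estimated correlation (camera adjusted p = 0.771). That setting found 0 of 50 shifted lists in the simulated data, so here and for the other lists its result decides nothing.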
